# Identification and functional characterization of bidirectional gene pairs and their intergenic regions in maize

**DOI:** 10.1186/1471-2164-15-338

**Published:** 2014-05-05

**Authors:** Xiaoqing Liu, Xiaojin Zhou, Ye Li, Jian Tian, Qiuxue Zhang, Suzhen Li, Lei Wang, Jun Zhao, Rumei Chen, Yunliu Fan

**Keywords:** Genome-wide, Bidirectional gene pair, Bidirectional promoter, Maize

## Abstract

**Background:**

Bidirectional gene pairs exist as a specific form of gene organization in microorganisms and mammals as well as in model plant species, such as *Arabidopsis* and rice. Little is known about bidirectional gene pairs in maize, which has a large genome and is one of the most important grain crops.

**Results:**

We conducted a genome-wide search in maize using genome sequencing results from the inbred line B73. In total, 1696 bidirectional transcript pairs were identified using a modified search model. We functionally characterized the promoter activity of the intergenic regions of most of the bidirectional transcript pairs that were expressed in embryos using a maize embryo transient expression system. A comparative study of bidirectional gene pairs performed for three monocot (*Zea mays*, *Sorghum bicolor* and *Oryza sativa)* and two dicot (*Arabidopsis thaliana* and *Glycine max*) plant genomes showed that bidirectional gene pairs were abundant in the five plant species. Orthologous bidirectional gene pairs were clearly distinguishable between the monocot and dicot species although the total numbers of orthologous bidirectional genes were similar. Analysis of the gene pairs using the Blast2GO software suite showed that the molecular functions (MF), cellular components (CC), and biological processes (BP) associated with the bidirectional transcripts were similar among the five plant species.

**Conclusions:**

The evolutionary analysis of the function and structure of orthologous bidirectional gene pairs in various plant species revealed a potential pathway of their origin, which may be required for the evolution of a new species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-338) contains supplementary material, which is available to authorized users.

## Background

With the development of genome-sequencing techniques, increasing numbers of studies have reported the genome structure and organization—such as operons, gene clusters, and co-expressed genes—in diverse species [1–3]. One type of gene organization, head-to-head gene pairs, is an exception. Head-to-head gene pairs are defined in the human genome as being arranged on opposite strands with an intergenic region of less than 1.0 kb between the two transcription start sites (TSSs) [4]. Such a gene pair is termed a “bidirectional gene pair” (BDGP) and the intergenic region between the two TSSs is called a “bidirectional promoter” (BD PRO).

Studies on mammalian BDGPs started with the human genome. Adachi’s computational work defined the term and revealed that bidirectional gene (BDG) organization is a common architectural feature of the human genome. Subsequent studies on the BD PROs of human BDGPs provided additional insights [5]. Genome-wide analysis of the intergenic regions of BDGPs in higher vertebrates provided a foundation for optimized annotations of regulatory regions [6]. Other BD PROs were identified in the process of investigation of individual genes. Uwanogho et al. [7] described a BD PRO from the Mouse Recql4 and Lrrc14 BDGP. Bellizzi et al. [8] reported that expression of the human SIRT3 and PSMD13 gene pair is driven by a 788 bp BD PRO.

Although extensive investigation of BDGPs in mammalian and microbial genomes has been carried out, there are few publications regarding this phenomenon in plant genomes. Only four reports of individual BD PROs in model plants were published in the past 10 years. Keddie et al. [9] reported that a seed-specific *Brassica napus* oleosin promoter interacts with a G-box-specific protein and may be bidirectional; however, no subsequent reports on that promoter have appeared. Xie et al. [10] reported that fusion of a minimal promoter in the opposite orientation to the 5′ end of a polar promoter conferred bidirectional function upon the polar promoter in *Arabidopsis thaliana*. Moreover, the study showed that a cauliflower mosaic virus (CaMV) 35S minimal promoter could be bipolarized not only by fusion with another copy of the 35S minimal promoter in the reverse orientation, but also by fusion with an unrelated minimal promoter (*At*SAGmini) derived from a senescence-specific gene. Two reporter genes were expressed successfully in transgenic tobacco using an artificial BD PRO constructed from a 35S mini promoter fused to a natural polar promoter [11, 12]. The BD PROs in the intergenic regions between the *cab1* and *cab2*, *At5g06280* and *At5g06290* genes in *Arabidopsis thaliana* and the *Ocpi1* and *Ocpi2* genes in rice, and the *CaTin1* and *CaTin1-2* genes in hot pepper cultivar Bugang have been investigated [13–16]. To our knowledge, only three genome-wide analyses of plant BDGs have been conducted. Two focused on the *Arabidopsis thaliana* genome and the other was a comparative study of BDGs in the genomes of rice, *Populus*, and *Arabidopsis thaliana*[17–19].

The intergenic regions of BDGPs in microorganisms, mammals, and three plant species have been described; however, BD PRO activity was not detected *in vitro* or *in vivo* in the genome-wide studies of plants. In our study, we conducted a genome-wide survey in maize. In total, 1696 bidirectional transcript pairs (BDTPs) were identified using a modified search model. Using a maize embryo transient expression system, we functionally characterized the promoter activity of a large sample of the intergenic regions of BDTPs that were expressed in embryos. To confirm these results, we used a maize microarray data set to annotate BDTPs and functionally characterized the activity of a sample of these BD PROs. Based on two RNA-seq data sets (NCBI SRA accession number: SRA060791; SRA035621) generated from 21 DAP (days after pollination) and 25 DAP maize embryos, we obtained a group of BD PROs that can drive reporter gene expression in 20 DAP maize embryos transformed by particle gun bombardment. To assess whether the gene organization and expression pattern of endogenous genes driven by BD PROs was unique to maize or in common with other plant genomes, we analyzed four other plant genomes (*Arabidopsis thaliana*, *Glycine max*, *Oryza sativa*, and *Sorghum bicolor)* for which large-scale sequencing has been completed and found that the molecular functions (MF), cellular components (CC), and biological processes (BP) associated with the bidirectional transcripts (BDTs) were similar among the five plant species. Moreover, evolutionary analysis of the function and structure of orthologous BDTs in various plant species suggested both their origin and a potential pathway of their evolution.

## Results

### BDGPs are abundant in the maize genome and the majority encode proteins

In a previous study, the search model used to identify BD PROs in genome-wide searches defined the coordinates of the transcription start and end sites for each gene as the 5′-most and the 3′-most boundaries, respectively, of each gene cluster [5]. The distances between the 5′ ends of nearest-neighbor genes on opposite strands were then calculated. Intergenic regions that were less than 1.0 kb in length were considered to be BD PROs. Using this model we identified 678 BDGPs from 39656 genes in maize (Table 1; Additional file 1). However, these results did not contain a known BD PRO, a 635 bp intergenic region from the upstream of the translation start sits between the GRMZM2G368861_T02 and GRMZM2G368890_T01, whose presence was confirmed by further experiments.

**Table 1:** **Results of genome-wide searches for BDGPs in five plant species using a traditional search model**

Species	Genome size (Mb)	Total BDGPs	Total genes^a^	Total BDGs/Total genes (%)	Unique BDGs	Redundant BDGs^b^
**Maize**	2400	678	39656	3.4	1354	2
**Sorghum**	760	519	27609	3.76	1037	1
**Rice**	466	1874	55986	6.7	3740	8
**Soybean**	1115	399	46367	1.7	798	0
***Arabidopsis***	120	2527	27416	18.44	5016	38

^a^Total number of genes for each species.

^b^In cases where two BDGPs share one BDG, the shared BDG was counted twice in the total number of BDGs. Such BDGs are defined as redundant BDGs.

To avoid missing potential bidirectional genes such as those that give rise to two or more transcripts, we made a key modification to Trinklein’s search model. We used unique transcript location coordinates instead of unique gene location coordinates (Figure 1B). This change allows all transcripts located near a transcript on the opposite strand to be scanned, thereby dramatically increasing the number of candidate BDGPs. Using the modified search model, we identified 1696 BDTPs from 63541 maize transcripts (Table 2; Additional file 1). The known BD PRO that was missed using Trinklein’s search model was detected using our modified search model.

**Figure 1:**
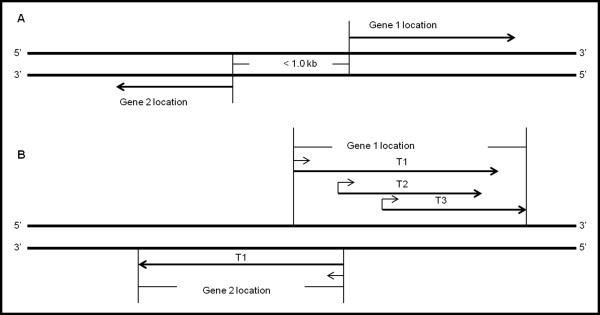
**Genome-wide search models. A**: Search model created by Trinklein. The gene location coordinates do not specify the location coordinates of different transcripts. **B**: Modified search model. This search model uses unique transcript location coordinates instead of unique gene location coordinates. Based on this modified search model, the intergenic region between the third transcript (T3) of gene 1 and the transcript of gene 2 can be considered to be a BD PRO. Such promoters would not be detected by the previous search model because the TSS of the first transcript (T1) of gene 1 would be considered the 5′-most boundary of the gene1 location coordinates that overlap with gene 2.

**Table 2:** **Results of genome-wide searches for BDTPs in five plant species using the modified search model**

Species	Genome size	Total	Total trans	Total BDTs/ Total	Unique	Redundant	Translated unique	New unique
	(Mb)	BDTPs	cripts^a^	transcripts (%)	BDTs	BDTs^b^	BDGs^c^	BDGs^d^
**Maize**	2400	1696	63541	5.34	2166	1226	1431	77
**Sorghum**	760	603	29448	4.1	1118	88	1118	81
**Rice**	466	2809	66338	8.46	4574	1044	3770	30
**Soybean**	1115	654	55787	2.3	1011	297	805	7
***Arabidopsis***	120	4386	35386	24.78	6627	2145	5062	46

^a^The total number of transcripts for each species.

^b^In cases where two BDGPs share one BDG, then the shared BDG was counted twice in the total number of BDGs. Such BDGs are defined as redundant BDGs.

^c^Because a single gene may produce multiple BDTs, the numbers of translated unique BDGs represent BDGs corresponding to non-redundant unique BDTs

^d^New unique BDGs are BDGs identified by the modified search model but not detected by the traditional search model.

To assess the relative effectiveness of the two search models, we compared the numbers of unique bidirectional genes (BDGs) and the overlap between the two sets of BDGs identified by the two search models. We removed two redundant BDGs from the 678 BDGPs identified using Trinklein’s search model leaving a total of 1354 unique BDGs (Table 2). The 1696 BDTPs identified using our modified search model corresponded to 3392 BDTs. A total of 2166 unique BDTs remained after removal of 1226 redundant BDTs (Table 3). The 2166 unique BDTs were derived from 1431 BDGs. Comparison of the 1354 BDGs identified using Trinklein’s search model with the 1431 BDGs identified using our modified search model showed that the former were a subset of the latter. Our modification of the original search model resulted in the identification of an additional 77 BDGs (Table 2).

**Table 3:** **Presence of TATA box and GC contents in BD/RD PROs from five plant species**

Species	BD PRO		RD PRO	BD PRO GC (%)	RD PRO GC (%)
	TATA box both ends^a^	TATA box one end^b^	TATA box one end		
**Maize**	0.1	8.1	6	49.9	44.5
**Sorghum**	0	4.4	5.2	55	46.5
**Rice**	0.4	9.5	6.5	48.2	44.3
**Soybean**	2.1	23.5	13.2	31	29.8
***Arabidopsis***	3.2	19.7	14.2	34	32.1

^a^Strict TATA box sequence detected on both ends of BD PRO.

^b^Strict TATA box sequence detected on either end of BD PRO.

RD PRO: Randomly obtained promoter regions extending 1000 bp upstream of the start ATG codon of each random gene from the genome of each species. Lengths of the RD PROs corresponded to the mean lengths of the BD PROs of each species. Mean promoter lengths: maize: 440 bp; sorghum: 440 bp; rice: 540 bp; soybean: 570 bp; Arabidopsis: 460 bp.

There were three categories of BDGPs: two coupled protein-coding genes, and one protein-coding gene coupled with a pseudogene or one protein-coding gene coupled with a transposable element (Additional file 2). Among the 2166 unique BDTs identified in maize, 2143 corresponded to BDGPs in which both genes encoded proteins. The remaining 13 BDGPs corresponded to 13 protein-coding genes that were each coupled to one transposable element or to 1 of 12 pseudogenes. It is interesting that 42.1% of BDGPs were distributed on chromosomes 1, 2, and 3 and that 34.9% of the BD PROs are 100–300 bp in length (Additional file 3).

These results suggest that the modified search model is more effective than the previous one and that the form of gene organization in which a BD PRO drives the expression of two flanking genes is abundant in the maize genome.

### Low frequency of strict TATA box sequences and high GC content in BD PROs in maize

Investigation of the structure and sequence characteristics of BD PROs may further our understandings of BDGPs. BD PROs are different from polar directional promoters. Previous studies showed that most BD PROs lack a TATA box. Only 8% of BD PROs contained a strict TATA box on either strand, but 28% of polar directional promoters contained a TATA box on the forward strand [5]. A similar report showed that only 9% of BD PROs contained a TATA box, compared to 29% of polar directional promoters [20]. Our findings are consistent with these previous results in that only 0.1% of the BD PROs in maize contained a strict TATA box (TTATTT/TATAAAT/TATTAAT/TATATAA) on both strands (Table 3). In a set of 1000 random polar directional promoters (RD PROs) from maize with lengths corresponding to the mean length of the BD PROs, 6.0% contained a TATA box on one strand (Table 3). A strict TATA box was present on one or the other strand in only 4.1% of the BD PROs in maize. These results indicate a bias against TATA boxes in BD PROs.

High GC content is another characteristic of BD PROs. Human, rice, *Arabidopsis*, and *Populus* BD PROs were shown to have a higher GC content than random promoters [4, 5, 17, 21]. The BD PROs identified in this study had a GC content of 49.9%, compared to 44.5% for the RD PROs (Table 3). Our findings on the GC content of BD PROs in maize are consistent with the results of the previous studies.

### Functional analysis of BD PROs in maize

To verify that the intergenic regions in BDGPs were functional as BD PROs and produced transcripts, we used a maize microarray (MA) expression data set (GEO accession number: GSE54310) and two RNA-seq (RS) data sets (NCBI SRA accession numbers: SRA060791; SRA035621) to annotate all BDGPs (Additional file 2). 

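The microarray data set holds 42 Affymetrix maize arrays, 3 replicates for each of 14 tissues. Of the tissues, 8 come from the seed: the embryo, which becomes the seedling, and the endosperm, which stores starch and protein for it, each at 10, 15, 20 and 25 days after pollination (DAP). The other 6 are root, stem, stem tip, leaf, silk, which receives the pollen, and ear, which bears the female flowers. Each gene covered is read by a probe set of short oligonucleotides, and the authors summarized each probe set per array with MAS5 into a signal on a linear intensity scale. The replicates of a tissue correlated over the log2 signals of all probe sets at a median r of 0.991, and the lowest r, 0.929, lay between root replicates. Within their tissues, root replicate 1 (mean r to its own replicates 0.930), stem replicate 2 (0.964) and ear replicate 3 (0.973) stood farthest from the other replicates. Groups were compared on log2 signals with limma in a fit over all arrays, and p-values were adjusted over 17621 probe sets. A probe set is called higher or lower at an adjusted p under 0.05 and a fold of at least 2. With 3 arrays per tissue, the number of arrays limits the precision of every value.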

Based on relative expression values from 21 and 25 DAP embryo data from the MA and RS data sets (Additional file 2), we cloned 9 and 18 putative BD PROs, respectively, from the maize inbred line B73. These promoters were designated MA-1…MA-n and RS-1…RS-n. We also randomly cloned 129 putative BD PROs from genome-wide search (GS) results that were designated GS-1… GS-n. All of the promoters were cloned into a GFP/GUS dual reporter gene vector derived from pCAMBIA3301 (see Methods). We used particle bombardment of 20 DAP immature maize embryos as a transient expression system to identify the functions of the putative BD PROs. GFP expression in embryos was detected using an epifluorescence microscope and GUS expression in embryos was detected by histochemical staining.

We used MA data to annotate all of the BDGPs in maize. 

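Genes of photosynthesis and protein folding are among the pairs that the array reads on both strands. Cab-m7 (GRMZM2G402936) encodes a chlorophyll a/b-binding protein and pdi3 (GRMZM2G134889) a protein disulfide isomerase. Der2 (GRMZM2G082976) encodes a derlin, which acts in quality control at the endoplasmic reticulum. The values cover 17734 probe sets, of which 113 are controls and 66 read reporter genes. The microarray worksheet of Additional file 2 lists 1628 gene pairs with 3247 genes, and 562 of these genes had a probe set. In 414 pairs exactly 1 gene had a probe set, and in 1140 pairs neither had. Of the pairs with a probe set for both genes, 66 stand in the BDGP list of Additional file 1, with 62 to 991 bp (median 358) between their 5′ ends. Of these 66, 6 lie on the plastid or mitochondrial genome. The 8 covered pairs outside that list have no listed location, so organelle pairs among them are not counted. A RefSeq symbol was found for 110 of the genes of covered pairs, and 4 pairs hold a probe set of a kind that can read related genes as well.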

Only 564 genes and 74 BDGPs are covered by the Affymetrix maize microarray because the 17555 microarray probes covered only about 13339 of the genes in maize. (Additional file 2). 

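The photosynthesis gene Cab-m7 ranged from 34.1 to 21565 and reached a signal of 100 in all replicates of 6 tissues. Its neighbour COR413-TM1 (GRMZM2G102605), named after its values were seen, stayed between 3.46 and 45.5. Both genes of a pair reached 100 in all 3 replicates of at least 1 tissue in 65 of the 74 pairs (87.8%), and in all 14 tissues in 36 pairs (48.6%). In embryos this held for 50 pairs at 10 DAP, 48 at 15 DAP, 49 at 20 DAP and 51 at 25 DAP. Among the non-seed tissues it held for 45 pairs in stem tip, 46 in root, 48 in stem, 49 in silk and 51 each in leaf and ear. A further 14 pairs had both genes at that level in another tissue and in neither the 20 nor the 25 DAP embryo. Taken singly, 139 pair genes reached 100 in at least 1 tissue, 97 in all 14 and 9 in none. Of all maize probe sets on the array, 90.6% reached it in at least 1 tissue. A signal under 100 is not read as absence, since among the detection calls of Additional file 2 34.5% of the values under 100 were called present, against 96.7% of those at or above it.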

The existence of expression data for the 74 BDGPs covered by the microarray demonstrated that the genes were transcribed. Subsequently, we analyzed the two RS data sets to characterize the transcripts of all the BDGPs in maize further. The RS data sets (Additional file 2) showed that the transcripts from most of the BDGPs were detected in 21 and 25 DAP embryos. However, a few BDTPs were not detected, possibly due to stringent tissue-specific expression patterns that did not include the embryo.

Although the above results confirmed the existence of transcripts associated with the BDGPs, they did not demonstrate that the transcripts were products of the intergenic regions acting as promoters driving transcription in both directions. To verify that expression of the annotated BDGPs was promoted by the putative BD PROs, we randomly cloned 129 promoters from among 1696 putative BD PROs identified in the genome-wide search (GS BD PROs). Using the transient transformation assay, we identified 20 functional BD PROs with promoter activity in both directions (Figure 2). Seventy-eight putative GS BD PROs had promoter activity in only one direction and thirty-one putative GS BD PROs showed no activity in either direction (Additional file 4). To confirm these results, we selected nine BDGPs from the MA data set and 18 BDGPs from the RS data sets that had high relative expression values in 20 and 25 DAP maize embryos (Additional file 2) as candidates to clone BD PROs. 

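The highest pair by the signal of its weaker gene in embryos was MA-2, on chromosome 9. Its genes GRMZM2G144730 (113470642 to 113476065) and GRMZM2G446213 (113476448 to 113478530) lie 383 bp apart (coordinates as listed in Additional file 1) and had signals of 7912 ± 170 and 5435 ± 432 at 20 DAP (mean ± SD, n = 3 arrays here and for the other pairs). In MA-41, on chromosome 3, GRMZM5G867518 had 7244 ± 32.2 and GRMZM5G801031 2781 ± 144, and in MA-13, on chromosome 4, GRMZM2G117811 had 3823 ± 70.4 and GRMZM2G117786 4817 ± 224. Further pairs at 20 DAP were MA-14 (GRMZM2G366392 1664 ± 28.0, GRMZM2G067417 2551 ± 189), MA-18 (GRMZM2G134806 7139 ± 77.2, pdi3 1999 ± 140) and MA-24 (GRMZM2G073950 2023 ± 139, GRMZM2G074017 4117 ± 249). MA-58 had GRMZM2G093902 at 3639 ± 91.1 and GRMZM2G393671 at 4012 ± 63, and MA-63 had GRMZM2G009795 at 2920 ± 101 and GRMZM2G009448 at 5145 ± 129. Over the stages of 20 and 25 DAP together, the weaker gene of the 9 pairs averaged 11.39 ± 0.51 log2 units (mean ± SD over pairs) and that of the other 65 pairs 7.96 ± 2.01. The difference of 3.43 had a two-sided permutation p of 2e-05, the smallest that the permutations can give. The pairs were chosen by the study on these samples, so this describes the choice and is not independent evidence. Signals of different probe sets also depend on the probes, so a ranking of genes by signal is rough. In these embryos the 18 genes stood at a median percentile of 91.9 among all probe sets (lowest 79.7), and 2 pairs that were not chosen ranked above the lowest candidate.

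**Figure D1:**
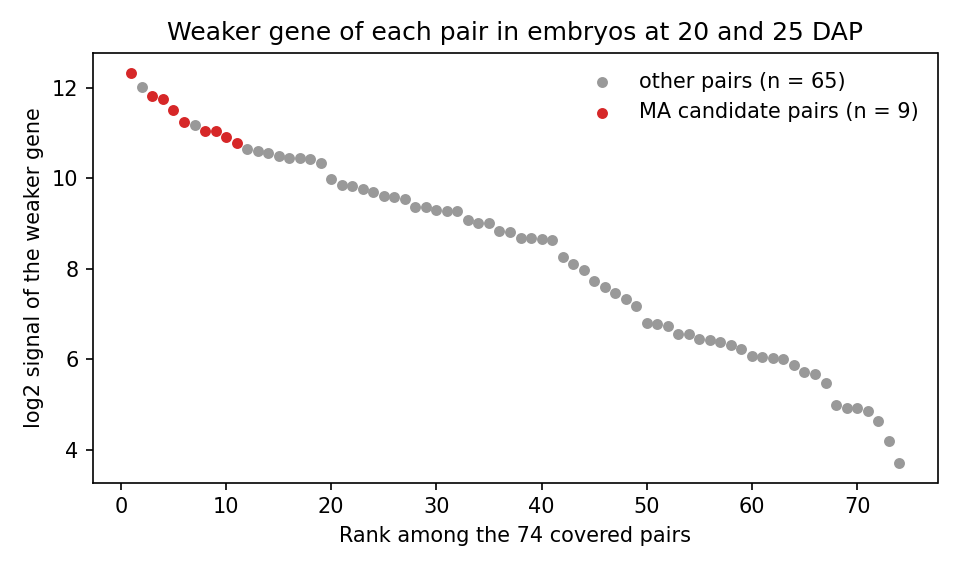
Signal of the weaker gene of each of the 74 pairs (log2, mean of 20 and 25 DAP embryos) against the rank of the pair. The 9 candidates (red) take ranks 1 to 11, and their median rank is 6; the other 65 pairs are grey.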

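GRMZM2G144730 of MA-2 and pdi3 of MA-18 were the only genes of the 18 with their highest tissue mean in embryos at 20 or 25 DAP. Embryos at these ages were compared with endosperm of the same ages, with the 6 non-seed tissues and with embryos at 10 and 15 DAP (limma, log2 fold with standard error). Against endosperm, higher calls went to GRMZM2G144730 (2.06, SE 0.07, adjusted p = 1.97e-23), GRMZM5G801031 (1.84, SE 0.12), GRMZM2G009795 (1.79, SE 0.07), GRMZM2G117786 (1.44, SE 0.18) and GRMZM2G073950 (1.04, SE 0.10), and no gene was called lower. The call of GRMZM2G073950 was lost under quantile normalization (0.97), with arrays centred on their medians (0.89) and with replicate 3 of each tissue left out. With arrays centred on their hybridization controls 13 of the 18 genes were called higher than in endosperm, and with arrays centred on their medians 4 higher and 1 lower. Against the mean of the 6 non-seed tissues GRMZM2G117786 (1.88, SE 0.15), GRMZM2G074017 (1.38, SE 0.07), GRMZM2G093902 (1.36, SE 0.14) and GRMZM2G144730 (1.15, SE 0.05) were higher and GRMZM2G067417 was lower (−1.66, SE 0.05, adjusted p = 2.18e-24). A fold against this mean need not hold in each tissue. GRMZM2G074017 had its highest mean signal in silk (4444), above embryos at 20 DAP (4117) and 25 DAP (4065). The call of GRMZM2G093902 was lost with the 3′ to 5′ signal ratio of a control gene as a covariate. From the younger to the older embryos GRMZM2G366392 of MA-14 (1.90, SE 0.13, adjusted p = 5.67e-14) and GRMZM2G074017 of MA-24 (1.58, SE 0.09) rose.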

The transient transformation assay results showed that three of the candidates from the MA data set and 11 of the candidates from the RS data set functioned as BD PROs (Figure 3). Five of the MA candidates and seven of the RS candidates were transcribed in only one direction. One of the MA candidates showed no promoter activity in either direction (Figure 3). These results demonstrated the existence of transcripts from BDGPs in maize and that the intergenic regions between them function as BD PROs.

**Figure 2:**
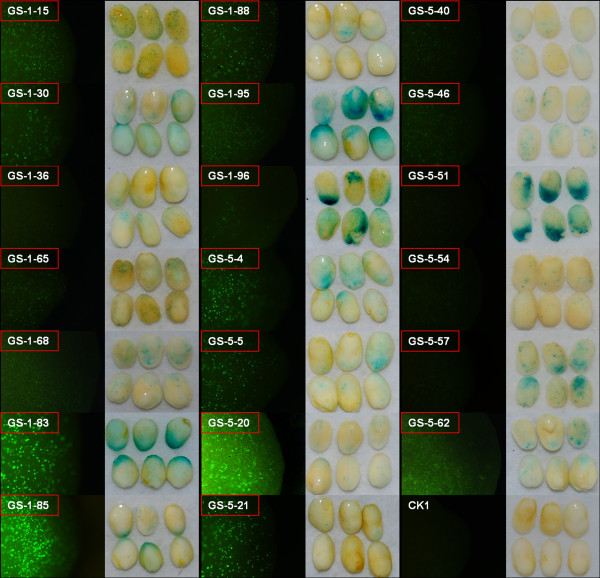
**Identification of putative GS BD PROs.** Embryos were isolated from 20 DAP immature maize kernels. Each construct was introduced twice by particle gun bombardment with six embryos per bombardment. GS-n represent the promoters cloned randomly from 1696 putative BD PROs; CK: Embryos bombarded with empty vector plasmid. Putative BD PROs that showed promoter activity in both directions are indicated by a red box.

**Figure 3:**
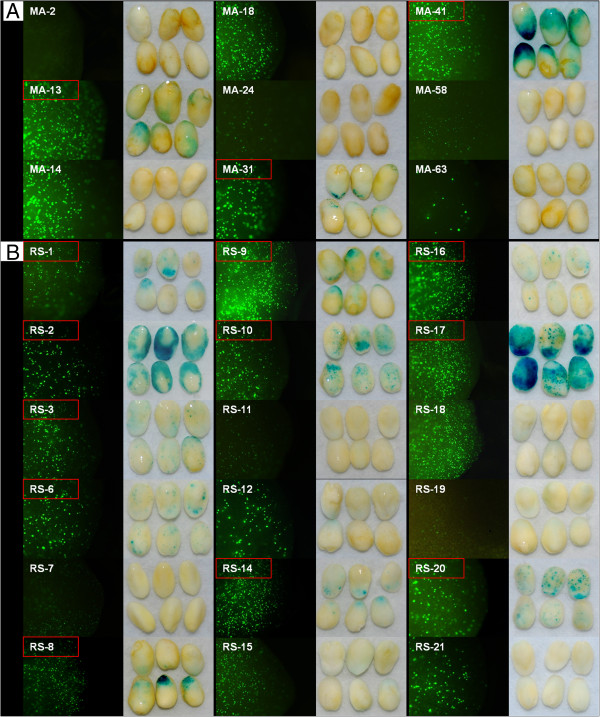
**Identification of BD PROs from the MA and RS data sets.** Embryos were isolated from 20 DAP immature maize kernels. Each construct was introduced twice using a particle gun with six embryos per bombardment. **A**: Promoters cloned based on the microarray data set (MA); **B**: Promoters cloned based on the RNA-seq data set (RS). Putative BD PROs that showed promoter activity in both directions are indicated by a red box. The remaining putative BD PROs showed either promoter activity in one direction or no promoter activity.

### Functional classes of BDTs in maize

The previous studies pointed out that the BDGPs/BDTPs may be associated functionally in vertebrates [5, 22] and plants [17, 18]. To test this hypothesis in maize, we used the bioinformatics software Blast2GO to functionally annotate the maize BDT sequences [23]. The annotation allowed us to assign the BDTs into three functional classes: molecular functions (MF), cellular components (CC), and biological processes (BP). The advantage of the Blast2GO is to visualize the functional information on the GO direct acyclic graph (DAG), and displayed by the Combined Graph. The colors nodes consider the places of direct annotation. To obtain a compact representation of the information of BDTs, we set the sequence filter to 10% which means only those nodes with at least 10% of the total number of sequences assignments will be displayed, and set the score filter to 100, additionally, which means parent nodes that do not annotate more sequences than their children terms will be omitted from the graph. The Combined Graph of the CC, MF and BP of maize BDTs are showed by the Figure 4B,D and F, respectively. These parameters finally led to most concentrated DAG with detailed sequence annotations. This graph could provide more information about the most concentrated function of the BDTs, however, in order to provide an optimal view of the dataset’s most relevant terms, the multi-level pie [24] was employed to ‘cut’ the GO DAG locally at different levels which only display the lowest GO terms per branch by stetting the same sequence filter to 10%. According to the multi-level pie showed in figure A, C and E, we can clearly found that the CCs most highly associated with the BDTs were plastids, membranes (plasma membrane), mitochondria, and nucleus (Figure 4A), and the nucleotide and nucleic acid binding, transferase activity, and hydrolase activity were the most relevant MFs (Figure 4C), and the biosynthetic processes, nucleobase-containing compound metabolic processes, cellular protein metabolic processes and stress responses were the most relevant BPs.

**Figure 4:**
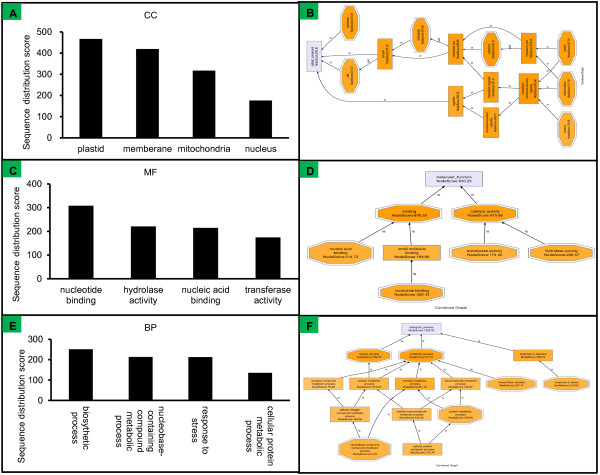
**Classification of the characteristics of the BDTs of maize. A, C**, and **E**: Multi-level pie charts of cellular components (CC), molecular functions (MF), and biological processes (BP) respectively. **B, D**, and **F**: Combined graphs of CC, MF, and BP respectively. Combined Graphs were generated by filtering the annotated sequences using the node sequence filter (>10% of the total number of sequences) and score filter (>100) together. Parent nodes that did not annotate more sequences than their children terms were omitted from the graph. Multi-level pie charts were derived from Combined Graphs that displayed only the lowest GO terms per branch. Node coloring by score value highlights the areas in which annotations are most concentrated.

The distribution of BDT functions among specific CCs, MFs, and BPs suggests that the associations of BDTPs with functional classes are not random. They are associated with a relatively limited set of CCs, enzyme activities, and biological processes suggesting that they play an important role in maize.

### Comparative analysis of BDGP features in five plant genomes

BDGPs have been investigated extensively and are a common feature of human, yeast, and vertebrate genomes [4, 6, 25]. Two studies described BDGPs in the *Arabidopsis*, rice, and *Populus* genomes but did not compare the features of the BDGPs with those of other plant genomes [17, 18]. Hence, we chose two monocot species, rice and sorghum, and two dicot species, *Arabidopsis* and soybean, to attempt to identify common features of BDGPs across an evolutionarily diverse group of plant species.

To determine if BDGPs/BDTPs are a common feature of plant genomes, we used both the Trinklein search model and our modified search model to identify BDGPs/BDTPs in the four plant genomes. We also detected other similar types of gene organization, including convergent gene pairs (CGPs), for which the distance between the 3′ ends of the two genes is less than 1.0 kb, and co-direction gene pairs (CDGPs), for which the distance between the 3′ and 5′ ends of the two genes on the same strand is less than 1.0 kb. All species tested showed positive results (Additional files 1). BDGs and BDTs represented 1.7–18.44% of the total genes and 2.3–24.78% of total transcripts, respectively (Tables 1 and 2). We also found that CGPs and CDGPs were widespread in plant genomes (Additional file 3). Mapping the BDTPs to the chromosomes in each species showed that chromosome 1 in rice, sorghum, and *Arabidopsis*, and chromosome 8 in soybean had the highest number of BDTPs. Other chromosomes with high numbers of BDTPs included chromosomes 2, 3, and 4 in sorghum, chromosomes 2 and 3 in rice, chromosomes 3 and 5 in soybean, and chromosome 6 in *Arabidopsis* (Additional file 3). These results indicated that BDGPs/BDTPs are a common feature of plant genomes. Comparison of the sets of BDGs identified by the Trinklein search model with those identified using our modified search model showed that the former were subsets of the latter and that the modified search model identified 81, 30, 7, and 46 additional BDGs in sorghum, rice, soybean, and *Arabidopsis*, respectively (Table 2). These results further confirmed the efficacy of the modified search model.

Our sequence analysis of BD PROs in maize revealed a very low frequency of strict TATA box sequences on either strand, a high GC content, and 34.9% of BD PROs with lengths of 100–300 bp, consistent with previous reports [5, 20]. We analyzed BD PRO sequences from sorghum, rice, soybean, and *Arabidopsis* to determine if these three characteristics are also common features of BD PROs in other plant genomes. A strict TATA box was present on both strands in 0.4%, 2.1%, and 3.2% of BD PROs in rice, soybean, and *Arabidopsis*, respectively (Table 3). No BD PROs in sorghum contained strict TATA box sequences on both strands. A strict TATA box was present on either strand in 4.4%, 9.5%, 23.5%, and 19.7% of BD PROs in sorghum, rice, soybean, and *Arabidopsis*, respectively (Table 3). Only 2.2%, 4.8%, 12.8%, and 9.8% of the BD PROs contained a strict TATA box on either strand in sorghum, rice, soybean, and *Arabidopsis*, respectively. A TATA box was present on one strand in 5.2%, 6.5%, 13.2%, and 14.2% of 1000 RD PROs in sorghum, rice, soybean, and *Arabidopsis*, respectively (Table 3). These results suggest a bias against strict TATA box sequences in the BD PROs of these four species, similar to that in maize. The BD PROs of sorghum, rice, soybean, and *Arabidopsis* all had higher GC contents than the sequences of RD PROs, consistent with the results from maize (Table 3). We found that BD PRO lengths in all five plant species were predominantly 100–300 bp, which is consistent with BD PRO lengths in the human genome [5]. We also found relatively high proportions of BD PROs less than 400 bp in length in sorghum and greater than 600 bp in length in rice and soybean (Additional file 3). The BD PROs and RD PROs of all three monocot species had higher GC contents and contained fewer TATA box sequences than those of dicot species. This phenomenon is similar to the GC3 codon bias between monocot and dicot plants [26].

Based on functional annotation using Blast2GO, we showed that BDTPs play important roles in maize. We also analyzed the functional classes of the BDTPs in sorghum, rice, soybean, and *Arabidopsis*. BDTPs in sorghum, rice, and *Arabidopsis* were functionally associated with mitochondria using a stringent score filter value, and were associated with the nucleus in all five species using a non-stringent score filter value (Figure 4A,B and Additional file 5). Catalytic activity and binding activity were the primary molecular functions associated with BDTPs (Figure 4C/D and Additional file 5). Catalytic activity included transferase and hydrolase activities and binding activity included DNA, RNA, nucleotide, and protein binding. We found that BDTs were functionally involved in metabolic processes, cellular processes, developmental processes, and responses to stimulus in all five plant species (Figure 4E and F and Additional file 5). Reduction of the sequence filter value to > 1% (data not shown) revealed functional associations with metabolic processes including DNA metabolic processes, translation, cellular protein modification, lipid metabolic processes, and carbohydrate metabolic processes; signal transduction involved in major cellular processes; developmental processes including flower and embryo development and morphogenesis; and responses to external stimuli, including abiotic stress, biotic stress, and environmental factors. Transport processes appeared as biological processes with high scores only in rice and *Arabidopsis*.

These results indicate that bidirectional gene organization is a common feature in plant genomes. BD PROs in plants have less strict TATA box sequence requirements and a high GC content. Based on comparative analysis of the functional associations of BDTPs with CCs, MFs, and BPs, the patterns of bidirectional gene participation in metabolic processes are similar in the five plant species and, therefore, may play important roles in plants.

### Orthologous transcripts of BDTPs reveal a potential pathway for their evolution

Evolutionary conservation of orthologs usually indicates functional importance. We investigated orthologous transcripts corresponding to the unique BDTs of 1696 maize BDTPs in sorghum, rice, soybean, and *Arabidopsis* (Table 4). We mapped 2166 unique maize BDTs to the target four plant genomes and 1781, 1716, 1573, and 1543 orthologous transcripts were identified in sorghum, rice, soybean, and *Arabidopsis*, respectively. To investigate structural characteristics, we calculated the number of conserved gene pairs with distances of 0.5, 1.0, 2.0, and 5.0 kb between the TSSs of all of the identified orthologous transcripts. There were 602 and 1029 BDGPs in the monocot species sorghum and rice, respectively, and 79 and 10 BDGPs in the dicot species soybean and *Arabidopsis*, respectively, suggesting that BDGPs/BDTPs are functionally conserved but structurally diverse among plant genomes.

**Table 4:** **Genes orthologous to maize BDTPs in four other plant species**

Species	Total	Distance between TSSs of gene pairs			
		0.5 kb	1 kb	2 kb	5 kb
**Sorghum**	1,781	506	602	734	886
**Rice**	1,716	833	1,026	1,130	1,439
**Soybean**	1,573	73	79	100	111
***Arabidopsis***	1,543	9	10	14	41

In total, 2166 unique BDTs from 1696 maize BDTPs were used to search for orthologous transcripts.

To verify the functional conservation and structural diversity of the BDGPs/BDTPs, we next to analyzed the functions and structures of orthologs of the 2166 maize BDTPs in the genomes of three other species related to maize, *Brachypodium distachyon, Selaginella moellendorfii,* and *Ostreococcus tauri*[27–29]. The unicellular green alga *Ostreococcus tauri* (Prasinophyceae) is an ancient member, which is the world’s smallest free-living eukaryote known to date, in the 1,500 million years old green lineage [27]. The *Selaginella moellendorfii* like all lycophytes which is an ancient lineage that diverged shortly after land plants evolved vascular tissues has features typical of vascular plants [29]. The *Brachypodium distachyon* is the first member of the Pooideae subfamily to be sequenced [28]. These three species could represent the important evolution point of plants and whose genomes have been sequenced to allow genomic analysis. We firstly analyzed the function and structure of the orthologs of the 2166 unique BDTs of 1696 maize BDTPs in the *Brachypodium distachyon, Selaginella moellendorfii*, and *Ostreococcus tauri* genomes, we found that the conservation of BDTP function and structure increased with closer relatedness to maize (Table 5). Then, we analyzed the function and structure of the orthologs of the 3884 unique BDTs of *Ostreococcus tauri* 2288 BDTPs in the *Brachypodium distachyon, Selaginella moellendorfii*, and maize genomes, to our surprise, the three genomes had almost identical numbers of orthologs but no BDTPs even with the threshold value for distance between TSSs set to 5.0 kb (Table 6). The two ways of analysis the orthologs of BDGPs/BDTPs between the four species show a common point that the number of orthologs is similar among the four species. To identify the common orthologs of the four species, we employ the Venn diagram to make a functional classification the orthologs in two ways which corresponding to the two ways of orthologs searching as Tables 5 and 6 shown. We firstly analysis the orthologs of 2166 maize BDTs in *Brachypodium distachyon*, *Selaginella moellendorfii* and *Ostreococcus tauri,* and the result shows that 726 common orthologs are shared by the four species (Figure 5A). Then, 1454 common orthologs can be found that are shared by the four species when we use 3884 *Ostreococcus tauri* BDTs to identify orthologous BDTs in *Brachypodium distachyon*, *Selaginella moellendorfii* and maize (Figure 5B).

**Table 5:** **Genes orthologous to maize BDTPs in three other plant species**

Species	Genome size (Mb)	Total	Distance between TSSs of gene pairs			
			0.5 kb	1 kb	2 kb	5 kb
***Brachypodium distachyon***	272	1714	586	656	774	978
***Selaginella moellendorfii***	212	1371	NA	15	28	60
***Ostreococcus tauri***	12.57	744	NA	NA	NA	NA

In total, 2166 unique BDTs from 1696 maize BDTPs were used to search for orthologous transcripts.

**Table 6:** **Genes orthologous to** ***Ostreococcus tauri*** **BDTPs in three other plant species**

Species	Genome size (Mb)	Total	Distance between TSSs of gene pairs			
			5 kb	10 kb	50 kb	100 kb
***Brachypodium distachyon***	272	1571	NA	1	9	18
***Selaginella moellendorfii***	212	1597	NA	2	5	9
***Zea mays***	2700	1573	NA	2	3	9

In total, 3884 unique BDTs from 2288 *Ostreococcus tauri* BDTPs were used to search for orthologous transcripts.

**Figure 5:**
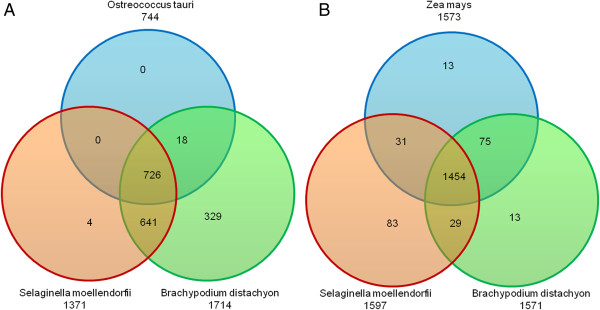
**Venn diagram of the distribution of orthologous transcripts of maize BDTs shared among plant species. A**: Analysis of orthologous transcripts of maize BDTs in *Brachypodium distachyon*, *Selaginella moellendorfii*, and *Ostreococcus tauri*. **B**: Analysis of orthologous transcripts of *Ostreococcus tauri* BDTs in *Brachypodium distachyon*, *Selaginella moellendorfii*, *Ostreococcus tauri*, and *Zea mays*. Numbers under the species names represent the total numbers of mapped orthologous transcripts; numbers in overlap regions indicate shared orthologous transcripts; numbers in the non-overlap regions represent the mapped orthologous transcripts unique to each species.

These results indicate that the function of the BDGPs/BDTPs is conserved but their structure is dynamic during the course of evolution. As a result, the structure of the BDGPs/BDTPs of *Ostreococcus tauri* has been separated by new genome sequences and that new species form their own BDGPs/BDTPs. However, the function of the orthologs is relatively conserved.

## Discussion

A single gene may produce several different transcripts, each with its own TSS and corresponding promoter. The locus of such a gene contains the coding regions for all of the transcripts, meaning that the outermost 5′ and 3′ boundary coordinates of the gene are defined by the most upstream TSS and the most downstream transcription termination site. All previous genome-wide searches for BDGPs adopted the search model created by Trinklein [5, 6, 17, 18] meaning that some BDGPs may have gone undetected. For this reason, we made a key modification to the search model based on the use of unique transcript loci instead of unique gene loci (Figure 1B). Our comparative study of five plant genomes confirmed that the modified search model generated more comprehensive data sets (Tables 1 and 2).

Two reports of genome-wide searches for BD PROs in plant species have been published. Dhadi et al. [17] focused on identification of BD PRO motifs based on bioinformatics-based predictions, but the promoter activities of the putative BD PROs were not verified experimentally. In another study, a hierarchical stochastic language model (HSL) was used to identify intergenic regions enriched for regulatory elements and considered to be BD PROs [18]. In our study, we combined bioinformatics analysis of microarray and RNA-seq data to conduct a genome-wide search and identify BDGPs. We also cloned a large number of putative promoters from the maize inbred line B73 and confirmed the biological activity of BD PROs using a transient expression system. We successfully detected BD PRO activity in 20 DAP maize embryos (Figures 2 and 3, and Additional file 4). We found that the ratio of confirmed BD PROs to putative BD PROs varied widely among the three types of data sets used to identify the putative BD PROs. The RS data set produced the highest ratio (11/18), which was significantly higher than those for the BD PROS identified based on the GS (20/129) and MA (3/9) data sets. Two factors may have contributed to this variation. First, the model searched for BDGPs based on predicted TSSs. This approach had a potential defect in that we cloned the intergenic regions as putative BD PROs based on the predicted TSSs. Thus the cloned promoter regions may not have contained the full 5′UTRs. An incorrectly predicted TSS could result in truncation of the conserved region of the full promoter, leading to reduced or even loss of promoter activity. Most of the putative GS BD PROs may have suffered such a truncation, leading to the low rate of recovery of active BD PROs. We cloned nine putative BD PROs based on the MA data set using the predicted TSSs. Three promoters showed activity in only one direction and the remainder exhibited no activity in either direction (data not shown). For this reason, we re-cloned the nine MA data set promoters using the ATG translation start site of each gene; three putative BD PROs that displayed bidirectional activity and five that showed promoter activity in one direction were recovered (MA-n without a red box in Figure 3A). We also re-cloned the 18 RS data set promoters using the ATG start site of each gene and recovered 11 putative BD PROs that functioned as BD PROs and 7 that showed promoter activity in one direction (RS-n without a red box in Figure 3B). 

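GRMZM2G066142 had its highest mean signal in the 20 DAP embryo (2951) and its lowest in the 10 DAP endosperm (26.6). With signals under 100 taken as 100, which makes a fold a lower bound, embryos at 20 and 25 DAP exceeded endosperm of these ages by 4.77 log2 units in this gene and the non-seed tissues by 4.36. On the same terms Cab-m7 was lower in these embryos than in the non-seed tissues (−6.35) and GRMZM2G090177 lower than in endosperm (−2.12). The derlin gene der2 (−2.66, SE 0.08) and GRMZM2G032047 (−4.53, SE 0.18), which lay above 100 on both sides, were also lower in embryos than in endosperm. Among the pair genes, limma called 37 higher and 20 lower than in endosperm, and 20 higher and 16 lower than in the non-seed tissues. Centred on the hybridization controls the calls became 76 higher and 9 lower, and 34 higher and 9 lower. In the same embryos, 28 endosperm-restricted probe sets outside the zein list stood at a median of 1.13% (20 DAP) and 1.11% (25 DAP) of their endosperm level. These 28 were chosen to lie under 100 on every 25 DAP embryo array. Their low share therefore follows in part from the choice and does not show how much endosperm these embryos hold. Tissue specificity was measured by tau, which is 0 for equal signal in all tissues and 1 for a gene of a single tissue. Median tau was 0.271 for the 140 pair genes above a signal of 100 in some tissue, and 0.305 for random lists matched on signal (95% of lists 0.266 to 0.344, two-sided permutation p = 0.0834). Without the 6 organelle pairs it was 0.243 (permutation p = 0.00760), and with replicate 1, 2 or 3 of each tissue left out the permutation p was 0.146, 0.0320 or 0.0138. Under quantile normalization the permutation p was 0.369. The value was at or above 0.8 for 16 genes, 9 of which had their highest signal in a non-seed tissue. Several of the 16 barely passed the signal of 100 from which tau is counted, with highest means such as 142 and 137, so their tau is uncertain. The 18 genes of the MA candidates had a median tau of 0.166 and a maximum of 0.325. These genes were chosen for high signal in embryos, and tau counted from 100 tends to fall as signal rises. No lists matched on signal were drawn for the 18, so the value is not read as low specificity.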

The second factor that might have contributed to the variation in BD PRO recovery was tissue-specific expression of some putative BD PROs coupled with the transient expression system that involved use of embryos to assess BD PRO function. The set of putative BD PROs identified using the RS data set was derived from the intergenic regions of gene pairs which had relatively high expression values in 21- and 25-DAP embryos (Additional file 2). The putative GS BD PROs were not initially selected for functionality in embryos. The low recovery of BD PROs from among the nine putative BD PROs identified from the MA data set may have been due to false expression values. 

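GRMZM2G366392 and GRMZM2G067417, the genes of MA-14, are listed with 4 and 2 transcripts, which make 8 BDTPs over 497 bp of shared upstream sequence, and each gene is read by 1 probe set. GRMZM2G093902 of MA-58 has 3 transcripts, and GRMZM2G134806 of MA-18, GRMZM5G867518 of MA-41 and GRMZM2G009448 of MA-63 have 2 each. MA-2, MA-13 and MA-24 are listed with 1 transcript per gene, which does not exclude transcripts outside the list. For GRMZM2G074017 of MA-24 the RNA-seq value that Additional file 2 gives at 25 DAP is 4, where the array signal was 4065 ± 284 (mean ± SD, n = 3 arrays); for the other candidate genes that value lies between 357 and 17408.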

The microarray probes could not distinguish between different transcripts from a single gene, so relative expression values represented the combined expression of all transcripts from one gene rather than of one specific transcript.

Because of the limited size of their genomes, prokaryotic organisms employ efficient strategies to organize genes. Operons, overlapping genes, and nested genes are the typical forms of gene organization adopted by prokaryotic organisms [30]. The sharing of a promoter region by BDGPs can be considered one form of efficient gene organization. All sequenced higher plants, and human genomes are much larger than bacterial genomes, suggesting that compact gene organization is unnecessary in these higher organisms. However, several studies have shown that BDGPs are a type of compact gene organization that is a common architectural feature of the genomes of higher organisms [4–6, 17, 18]. Our study confirmed this phenomenon in eight plant genomes and suggests a potential evolutionary pathway for its origin. Moreover, the BDGPs are usually distributed in some pathways or cellular locations. Trinklein et al. [5] reported that the BDGPs function in DNA repair in human. Wang et al. [18] applied a strict criterion to identify functional associated bidirectional genes and found that most of them limited to several GO functions such as ATP binding et al. in *Arabidopsis*. Kourmpetli et al. [19] reported that some BDGPs were involved in seed development and related hormone/stress responses in *Arabidopsis*. Our results are consistent with these reports, DNA, RNA and nucleotide binding, and responses to stimulus are the common characteristics in all five plant species (Figure 4 and Additional file 5). These results indicate that the BDTPs have a tendency to display similar functions, and have a co-expression phenomenon base on the microarray data and RNA-seq data (Additional file 2). 

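GRMZM5G867518 and GRMZM5G801031, the genes of MA-41, went together over the 14 tissue means of log2 signal with r = 0.890 (two-sided permutation p = 5e-05, adjusted over the 74 pairs 0.00185) and rho = 0.829 (permutation p = 0.00058). Their r was 0.752 without the 2 tissues that lie farthest from the others, 0.983 within the 8 seed tissues and 0.835 within the 6 non-seed tissues. GRMZM2G090177 and GRMZM2G535982 had the highest r, 0.892, which was 0.882 within seed and −0.173 within non-seed tissues. In this pair, which stands outside the BDGP list, GRMZM2G535982 lay between 30.4 and 167. GRMZM2G143499 and GRMZM2G143480 had the lowest r, −0.876 (adjusted permutation p = 0.00592, rho = −0.662), with −0.958 within seed and 0.244 within non-seed tissues. GRMZM2G010596 and GRMZM2G011079 followed at −0.789, where GRMZM2G011079 lay between 30.9 and 143. The 6 organelle pairs lay between 0.668 and 0.741. Among these, GRMZM5G824660 with GRMZM5G834298 and GRMZM5G872234 with GRMZM5G897755 had no tissue in which both genes were detected. Signals lay between 26.2 and 84.5 for GRMZM5G834298 and between 10.9 and 129 for GRMZM5G872234. GRMZM5G877040 with GRMZM5G882639 (−0.398) and GRMZM5G834995 with GRMZM5G815020 (0.532) stand between organelle pairs in the worksheet but have no listed location. They were named after their values were seen and are not among the 6. Of the 74 pairs, 43 had r above 0. At an adjusted permutation p under 0.05, 15 pairs had positive and 4 had negative r, and by rho 6 and 1. The 15 include all 6 organelle pairs and some pairs outside the BDGP list. The permutations treat the 14 tissue means as exchangeable, although 8 are stages of embryo and endosperm, so these p-values may be too small. How many re-paired genes would pass was not counted. Of the 15, 11 kept an r above 0.5 without the 2 farthest tissues. The median r was 0.0834, and 10000 random re-pairings of the same genes had a median of 0.0108 (95% between −0.136 and 0.156, one-sided permutation p = 0.171). Within seed tissues the median was −0.00242 (permutation p = 0.469) and within non-seed tissues 0.114 (permutation p = 0.175). Both genes were called in the same direction between embryo and endosperm at 20 and 25 DAP in 6 pairs and in opposite directions in 5 (re-paired median 6, two-sided permutation p = 1). Centred on the hybridization controls these were 21 and 2 pairs (re-paired median 19, two-sided permutation p = 0.618). Between these embryos and the non-seed tissues 3 pairs went the same way and 1 did not (two-sided permutation p = 0.775). The paper states co-expression of the BDTPs from the microarray data together with the RNA-seq data, which are not analysed here.

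**Figure D2:**
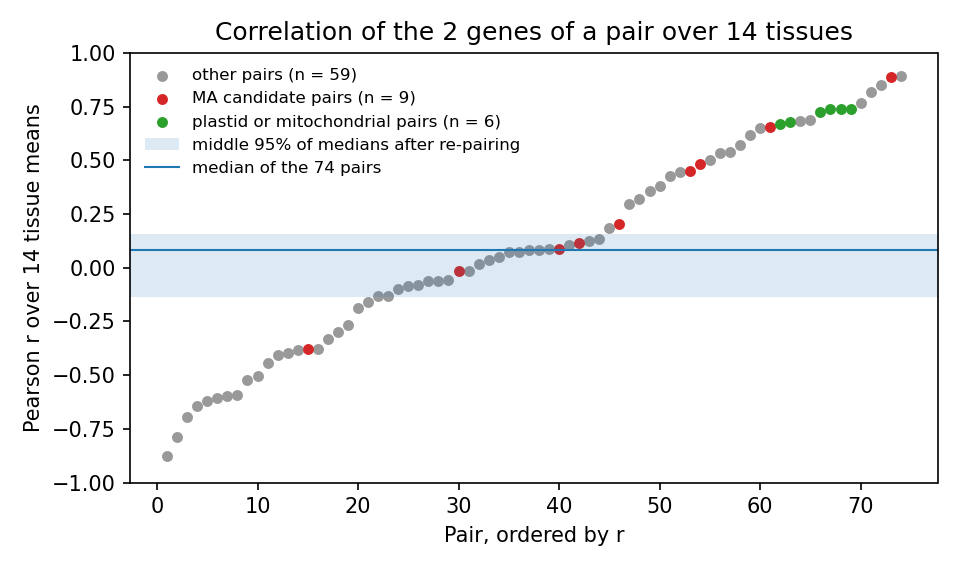
Pearson r of each of the 74 pairs over 14 tissue means of log2 signal, in order of r. Red marks the 9 MA candidates, green the 6 organelle pairs and grey the other 59. The line is the median, 0.0834, and it lies inside the blue band, which holds 95% of the medians after re-pairing.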

Studies about the organization and regulatory mechanisms of BDGPs in vertebrates pointed out that it seemed to be the cis-regulatory sequences in bidirectional promoters rather than the promoter length played the key role [5, 22]. Lin et al. gave an extensive study on the transcription factor binding sites in the human BD PROs and suggested that this was a simple mechanism for regulating genes by a limited set of TFs [31]. Krom and Ramakrishna also scanned 1, 16 and 39 regulatory elements overrepresented in intergenic regions of strongly correlated gene pairs in *populus*, rice and *Arabidopsis*, respectively [32].Wang et al. scanned the BD PRO region with HSL and assigned a transcriptional regulatory region (TRR) score. The results showed that most of the BD PROs with high TRR scores contain only one score peak which indicated that the regulatory mechanism of BDGPs may be the common regulatory elements taking effects cooperatively [18]. Dhadi et al. further confirmed this hypothesis in rice, *Arabidopsis* and *populus*, they identified a series of motifs overrepresented in BD PROs and speculated that those motifs may regulate expression of genes in both orientations through enhancer-like properties [17].

The location of the products of the BDGPs mainly in membrane and subcellular organelles for storage of nucleic acid, this result is consistent with Kourmpetli’s report [19]. However the location information indicated that the BDGPs may involve in gene expression regulation rather than function as structure components for the located subcellular organelles are used for storage of nucleic acid and the membrane is the scene of signal transduction.

Structural analysis of the orthologous BDTs revealed diversity among the plants based on evolutionary lineage (Tables 5 and 6), but the function of the BDTs is conserved among the plants (Figure 5). Hence, we can conclude that the function of the BDGs/BDTs is conserved in different species but that the BDGPs/BDTPs in new species are formed over a long evolutionary history rather than preserved as part of an ancestral heritage. The process of breaking and establishing BDGPs may be a necessary condition for the evolution of a new species. Investigation of the genomic organization of BDGPs in various species, especially key lineages in plant evolution, will be important for understanding the evolution of plant form and function.

## Conclusions

We developed an improved genome-wide search model for identifying BDGPs and showed that BDGPs are abundant in maize as well as in the genomes of five other plant species. We also used a maize embryo transient expression system to characterize the activity of a large number of maize BD PROs identified from three different data sets. Comparative analysis of the sequence characteristics of the BD PROs and the BDGP expression patterns in the five plant species showed that BDGPs are a common feature of plant genomes, and the analysis of function and structure of orthologous BDTs suggested their origin and a potential pathway for their evolution.

## Methods

### Identification of BDGPs

The genome annotation data of maize, sorghum, rice and soybean were downloaded from the PlantGDB (http://www.plantgdb.org/download/download.php?dir=/Sequence/xGDB). The genome annotation data of *Arabidopsis*, *Brachypodium distachyon* and *Selaginella moellendorfii* were downloaded from the Phytozome (http://www.phytozome.net/). The genome annotation data of *Ostreococcus tauri* was downloaded from the BEG (http://bioinformatics.psb.ugent.be/genomes/). We sorted the lists of gene and transcript location annotation data using the Python programming language. All gene and transcript locations were arranged by physical location from the 5′ end to the 3′ end of each chromosome. We filtered for gene pairs located on the same chromosome with an intergenic distance of less than 1.0 kb between the 5′ ends of the two genes; these were considered to be BDGPs.

### Promoter sequence analysis

The maize, sorghum, rice, soybean, and *Arabidopsis* genomic sequences [33–37] were downloaded from Phytozome (http://www.phytozome.net/). Based on BDTP annotation data, BD PRO sequences were collected from the genomic sequences using the Python programming language. RD PRO sequences were derived from 1000 random genes from each species. The RD PRO lengths were similar to the mean length of the BD PROs from each species. The GC content of the RD PROs was calculated as the mean of 20 random data sets. Four conserved TATA-box sequence motifs (TTATTT/TATAAAT/TATTAAT/TATATAA) were detected in the approximately −10 to −50 region at both ends of the BD PROs.

### Functional assays of BD PROs

We screened over 500 BD PROs ranging from 50–1000 bp in length for those lacking *Xba*I and *Nco*I restriction enzyme sites for use in the dual reporter gene (GUS/GFP) vector pBD68GG3. *Xba*I and *Nco*I restriction sites were added to the 5′ ends of forward and reverse primers, respectively. PCR products digested with *Xba*I and *Nco*I were substituted for the intergenic region between the GUS and GFP genes in the pBD68GG3 vector. In total, 129 BD PROs were cloned and used in a transient expression assay (a list of primers is provided in Additional file 2).

We successfully cloned 9 and 18 BD PROs based on microarray data for the maize inbred line B73 (GEO accession number: GSE54310) and RNA-seq data (NCBI SRA accession number: SRA060791; SRA035621) (list of primers is available in Additional file 2), respectively, that resulted in high gene expression in 20 DAP embryos. The BD PROs were inserted into pBD68GG3 using the cloning strategy described above.

We prepared plasmid DNA (QIAGEN) for each construct and used 1 μg of plasmid DNA per transient transformation carried out by particle bombardment. Each construct was used in two bombardments with six embryos per bombardment. Constructs containing GFP and GUS fusions were initially tested in immature maize embryos (20 DAP immature maize embryos grown in the greenhouse) using a Bio-Rad (Bio-Rad Laboratories, Hercules, CA, USA) gene gun following standard protocols. GFP expression in immature maize embryo was detected 18–24 h after bombardment using a Zeiss Axioskop epifluorescence microscope (Carl Zeiss MicroImaging Inc, Thornwood, NY, USA) using GFP filter sets, a 5 × field lens, and the Axiovision image analysis software. Histochemical staining for GUS activity was performed as described previously [38] following completion of GFP fluorescence detection.

### Blast2GO suite bioinformatics analysis

Protein sequences translated from the BDTs of each species were analyzed using the Blast2GO bioinformatics software suite enabling us to make Combined Graphs using some parameters. We choose the most strict sequence filter value (only nodes in which the sequences number more than 10% the total amount of sequences) and a relatively strict node score filter value (>100) to make the last Combined Graphs.

### Identification of orthologous BDTs

We used BLASTp software to search for transcripts orthologous to the 2166 maize BDTs in the sorghum, rice, soybean, *Arabidopsis*, *Brachypodium distachyon*, *Selaginella moellendorfii*, and *Ostreococcus tauri* genomes (e-value < 10^−10^). We also used the BLASTp software to search for transcripts orthologous to 3884 *Ostreococcus tauri* BDTs in the *Brachypodium distachyon*, *Selaginella moellendorfii*, and *Zea mays* genomes. We calculated the distances between the TSSs of the mapped orthologous transcripts that were arranged head-to-head on the same chromosome and sorted them based on thresholds for the distance between the TSSs of mapped orthologous transcripts.

### Availability of supporting data section

A maize microarray expression data set: (GEO accession number: GSE54310).

Two RNA-seq data sets: (NCBI SRA accession number: SRA060791; SRA035621).

The other supporting data are included as additional files.

## Electronic supplementary material

Additional file 1: **List of location annotations for BDGPs/BDTPs of five plants.**

Additional file 2: **List of expression annotations for BDGPs/BDTPs of maize and BD PROs clone primers.** Worksheet “expression profile”: Analysis was repeated three times per tissue; R: BDG in the reverse strand; F: BDG in the forward strand. Worksheet “candidate”: Y-axis: relative expression values of candidate BDGs; X-axis: B73 maize tissues, E: Embryo; En: Endosperm; R: BDG in the reverse strand; F: BDG in the forward strand. Worksheet “RNA-seq”: #N/A: No transcript detected; R: BDT in the reverse strand; F: BDT in the forward strand. A BDGP that produced more than two transcripts would result in more than one BDTP. This would lead to cloning of more than one putative BD PRO derived from a single BDGP. To remove such redundant promoters, we sorted the putative promoters that were derived from one BDGP by length and then retained the putative promoters that were at least 50 bp longer than the shorter promoters. Hence, we annotated 814 unique BDTPs that contained unique putative maize BD PROs. Worksheet “primers”: b–n: Used to clone promoters identified using the MA data set; 7-n: Used to clone promoters identified using the RS data sets. 1-n/5-n: Used to clone promoters identified from a genome-wide search (GS).

Additional file 3: **Distribution of BD PRO lengths, BDTPs in each chromosome and similar types of gene organization in the genomes of five plant species.** Worksheet “chromosome”: A: maize; B: sorghum; C: rice; D: soybean; E: Arabidopsis; Chr: chromosome; Mt: mitochondrion; Pt: plastid; Sy: fgenesh gene; Un: location has not yet been defined. Worksheet “organization”: The rate of gene pairs is the total number of genes of one type of gene organization compared to the total number of genes of each species. BDGPs: the distance between the 5′ ends of the two genes was less than 1.0 kb; CPGs: the distance between the 3′ ends of the two genes was less than 1.0 kb; CDGPs-F: the distance between the 3′ end and the 5′ end of the two genes on the forward strand was less than 1.0 kb; CDGPs-R: the distance between the 3′ end and the 5′ end of the two genes on the reverse strand was less than 1.0 kb.

Additional file 4: **Identification of putative GS BD PROs by transient expression of GFP and GUS in immature maize embryos.** Putative GS BD PROs showed either promoter activity in one direction or no promoter activity. CK: Embryos bombarded with empty vector plasmid using a particle gun.

Additional file 5: **Classification of the characteristics of the BDTs of four plants.** Worksheet “CC”: A, C, E, and H: Multilevel pie charts of the CCs for sorghum, rice, soybean, and Arabidopsis, respectively. B, D, F, and I: Combined graphs of the CCs for sorghum, rice, soybean, and Arabidopsis, respectively. Worksheet “MF”: A, C, E, and H: Multilevel pie charts of the MFs for sorghum, rice, soybean, and Arabidopsis, respectively. B, D, F, and I: Combined graphs of MFs for sorghum, rice, soybean, and Arabidopsis, respectively. Worksheet “BP”: A, C, E, and H: Multilevel pie charts of the BPs for sorghum, rice, soybean, and Arabidopsis, respectively. B, D, F, and I: Combined graphs of BPs for sorghum, rice, soybean, and Arabidopsis, respectively.

## Abbreviations

MF: Molecular functions
CC: Cellular components
BP: Biological processes
TSS: Transcription start site
DAP: Days after pollination
BDGP: Bidirectional gene pair
BDG: Bidirectional gene
BDTP: Bidirectional transcript pair
BDT: Bidirectional transcripts
BD PRO: Bidirectional promoter
RD PRO: Random polar directional promoter
MA: Microarray
RS: RNA-seq
GS: Genome-wide search
CGP: Convergent gene pair
CDGP: Co-direction gene pair.

How the deposited data were processed for this re-analysis (not part of the article)

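Expression was measured on 42 Affymetrix maize arrays of the inbred line B73, with 3 biological replicates for each of 14 tissues: embryo and endosperm at 10, 15, 20 and 25 DAP, root, stem, stem tip, leaf, ear and silk. The paper's text gives the earlier of its embryo stages in more than one way; the stage written on the samples, 20 DAP, is used throughout. The deposited values are MAS5 signals, which the authors computed per probe set and array, and they are on a linear intensity scale. The text of the paper names neither the version of MAS5 nor the target of its scaling. The signals equal the values of Additional file 2 within 0.05 at 3552 of 3552 places over the 24 arrays whose columns in that file could be read. The table holds 17734 probe sets: 17555 for maize, 66 for reporter genes and 113 controls. The trimmed mean signal of an array was 893 to 1075 on seed arrays and 1136 to 1252 on the arrays of other tissues. Whether these sets were scaled to different targets is not known, and folds between embryos and non-seed tissues carry that uncertainty. Arrays have no read depth; the 3 replicates per tissue set the precision.

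Signals were taken to log2 without further scaling. A group-means model was fitted over all 42 arrays with limma 3.58.1 in R 4.3.3 (eBayes with an intensity trend), since a tissue alone has 2 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over the 17621 probe sets that are not controls. A call needs an adjusted p under 0.05 and a fold of at least 2. The comparisons are embryo against endosperm at 20 and 25 DAP, these embryos against the mean of the 6 non-seed tissues, and these embryos against embryos at 10 and 15 DAP. The comparisons, tests, lists, thresholds and most alternatives were set before the data were examined, although the part of the values that Additional file 2 prints had been read. On simulated data of this design the fit recovered 96% to 100% of probe sets changed by 1.5 log2 units, with 1 to 2 false calls. The simulated noise was independent between arrays and probe sets, had the same spread in all tissues and held no shift of whole arrays. The simulation therefore does not show how many calls such features of the real arrays would make false.

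Pairs were taken from the microarray worksheet of Additional file 2, and 74 of them have a probe set for both genes. A gene counts as detected in a tissue at a signal of at least 100 in all 3 replicates. Co-expression is Pearson r over 14 tissue means of log2 signal, with Spearman rho beside it; the median over pairs was set against 10000 random re-pairings, and single pairs were tested with 100000 permutations and adjusted over the 74 pairs. The weaker gene of the 9 MA candidate pairs was set against that of the other 65 with 100000 permutations. Tau was taken over tissue means above a floor of 100 and set against 10000 random lists matched on deciles of mean signal. The MA candidates with activity in both directions in Figure 3A (MA-13, MA-31 and MA-41) were set against the other 6 by exact permutation over 84 arrangements. These steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The re-pairing of the median r, the test of 9 pairs against 65, the permutation test of a rank correlation and tau were tried on simulated data.

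Gene lists of zeins, starch synthesis, embryo storage proteins and oleosins, late embryogenesis abundant (LEA) proteins and dehydrins, basal endosperm transfer layer, embryo-surrounding region, aleurone, photosynthesis, root, cell division, floral MADS-box genes, ribosomal proteins and heat shock proteins were matched by symbol, synonym or title. Lists of at least 5 probe sets were tested with camera at a preset correlation of 0.01 and with an estimated correlation. A gene table names 1452 probe sets, and RefSeq names were found for 1377, so most probe sets carry no gene name and the lists hold only part of their families.

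Genes named are the 18 candidate genes, the 10 pair genes with the largest fold in each direction against endosperm and against non-seed tissues, the 3 largest per direction of each list, the 5 pairs at each end of r, the organelle pairs as a group, genes the paper names, and the 10 largest changes in each direction over all probe sets. For genes chosen by their fold, the arrays of the sides compared had to be free of overlap; the candidate genes were named whether they met this or not. Not all genes so chosen are printed. In the closing section and for pair genes, where the mean of a side lies under a signal of 100, the fold printed takes signals under 100 as 100 and is a lower bound without a test. Genes named outside this rule are marked in the text.

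Alternatives were quantile normalization, centring on array medians, a pseudocount of 32, a filter at a signal of 100 in at least 3 arrays, eBayes without a trend, only the arrays compared, no fold threshold, replicate number as a block, each array or replicate left out in turn, detection thresholds of 50 and 200, only seed or only non-seed tissues, and the organelle pairs or those with probe sets that can read related genes left out. Centring on the hybridization controls, the 3′ to 5′ signal ratio of the elongation factor control as a covariate, leaving out 3 arrays that stand apart and leaving out the 10 DAP embryos were added later. The RNA-seq data sets were not analysed here beyond the values that Additional file 2 prints, and sequences of promoters and the reporter images were left out because the arrays hold nothing on them. Controls were left out of the tests.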

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

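The tests of zein signal in young embryos, of the brightness of the hybridization controls and of the 3 arrays that stand apart were chosen only after the results had been seen, as were the comparison of age effects between embryo and endosperm and the folds with a floor. Where a side lies under a signal of 100, the fold of a gene takes signals under 100 as 100 and is a lower bound.

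Genes of storage, seed drying and flower identity, which the paper does not discuss, differed between embryo and endosperm. Against endosperm at 20 and 25 DAP, embryos were lower in 12 of 13 zein probe sets (mean log2 fold −6.60, camera adjusted p = 5.64e-05, adjusted p = 0.313 with an estimated correlation), and as many were lower when adjusted over the list alone. Z1C1_12 was at −6.20 and dzs18 at −7.32. Starch synthesis had 13 of 18 lower and 2 higher (mean −2.78, adjusted p = 0.000148, adjusted p = 0.163 with an estimated correlation), led by sh2 (−6.73, SE 0.34) and wx1 (−6.53, SE 0.27), the granule-bound starch synthase. LEA proteins and dehydrins, which accumulate before the seed dries, were higher in 6 of 6 (mean 2.31, adjusted p = 0.00419, adjusted p = 0.163 with an estimated correlation), led by EMB5 (5.77, SE 0.13). Floral MADS-box genes were lower in 17 of 22 (mean −1.73, adjusted p = 5.64e-05, adjusted p = 0.163 with an estimated correlation), with m5 at −3.84 and M14 at −2.62; with the floor the mean of the list was −1.08. The direction of each list mean held under each scaling tried, and the counts adjusted over the list alone were equal to these. All these counts are of probe sets. They read 7 genes for the zeins, 14 for starch synthesis, 4 for LEA proteins and dehydrins and 21 for the MADS-box genes. Probe sets of the same gene are not independent, so the camera p at the preset correlation may be too small.

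Against the 6 non-seed tissues, 8 zein probe sets were higher in embryos (mean 1.87, adjusted p = 0.0283, adjusted p = 0.604 with an estimated correlation), gz27 by 3.30. In these embryos 5 zein probe sets stood at a median of 0.98% (20 DAP) and 0.52% (25 DAP) of their endosperm level. A trace of carried endosperm is not excluded. With the floor the mean of the zeins was 0.68. The call was lost, at means close to the one given, with quantile normalization (1.81, adjusted p = 0.0532), with the 3′ to 5′ ratio as a covariate (1.89, adjusted p = 0.0511) and without the 3 arrays that stand apart (1.93, adjusted p = 0.0501). The log2 mean of that ratio was 1.47 in these embryos, 4.82 in ear, 5.93 in silk and 3.85 in stem. In root (1.81), leaf (1.78) and stem tip (1.95) it lay nearer to that of the embryos. The loss of the call does not show that the ratio is the source. Starch synthesis was higher in 7 and lower in 1 (mean 0.96, adjusted p = 0.0152, adjusted p = 0.458 with an estimated correlation), and MADS-box genes were lower in 15 (mean −1.77, adjusted p = 0.000377, adjusted p = 0.458 with an estimated correlation), led by m28 (−4.85). LEA proteins and dehydrins had 3 higher and 3 lower there (adjusted p = 0.635, adjusted p = 0.793 with an estimated correlation). From embryos at 10 and 15 DAP to those at 20 and 25 DAP, zeins fell in 12 of 13 (mean −2.50, adjusted p = 1.33e-05, adjusted p = 0.366 with an estimated correlation). In the same step 3 LEA probe sets rose (mean 1.66, adjusted p = 0.00412, adjusted p = 0.217 with an estimated correlation), dhn1 by 3.71; without the 10 DAP embryos the call was lost (mean 1.21, adjusted p = 0.0760). Of 11 cell division probe sets, which read 6 genes, 6 fell (mean −1.08, adjusted p = 1.33e-05, adjusted p = 0.0987 with an estimated correlation). The cyclin genes cyc3 (−2.30), cyc1 (−1.97) and cyc2 (−1.94) were among them. These counts too were equal when adjusted over the lists alone.

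Age moved 44 probe sets in opposite directions in embryo and endosperm (limma, difference of the age effects tested). Zmm27, a MADS-box gene, fell in embryos and rose in endosperm (difference −2.48, −1.16 against 1.32). The zein probe sets of z1C2 (−3.33 and −2.81) and of z1C1_12 (−3.17, adjusted p = 1.97e-05) differed in the same way. The share of endosperm level that zeins reached in embryos fell from 15.5% at 10 DAP to 0.524% at 25 DAP, and a falling share of carried endosperm could account for at least part of their fall in embryos. No pair gene is among the 44. The difference was tested in the scaling of the authors alone and without the floor, and the older embryos lie near or under a signal of 100 in these 4 probe sets, so its size is uncertain. For z1C1_12 the younger embryos are near that level too, and its fall in embryos is not established.

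In embryos at 10, 15 and 20 DAP, 12 of the 13 zein probe sets stood above every array of a non-seed tissue, and at 25 DAP 4 did. Embryos at 10 DAP also held 28 other endosperm-restricted probe sets, most without a gene name, at a median of 13.3% of their endosperm level (9.89% without replicate 1). The 28 lay under 100 on every non-seed and 25 DAP embryo array, and from 1000 to under 10000 in 10 DAP endosperm. For the 5 zein probe sets that met these limits, except the one on 25 DAP embryos, the median was 15.5% (8.03% without replicate 1). Endosperm carried over with the dissected embryo may account for both shares. Transcription of zein genes alone is argued against by the replicate with the most zein, in which the others also stood higher by a median of at least 0.94 log2 units (0.93 without a probe set that shares a transcript cluster with a zein), and o2, sh2, PBF and fie1, which are not zeins and were named after their values were seen, by 1.22 at 10 DAP and 1.02 at 15 DAP. The median fall of the 28 from 10 to 25 DAP was at least 3.05 under every scaling tried (lowest lower quartile 2.18). Since the 28 had to lie under 100 on every 25 DAP embryo array, their choice favours a fall, and it does not decide on a scaling difference. Zeins deviated more than the others in that replicate at both young ages (2.01 against 0.94 at 10 DAP, 3.74 against 1.11 at 15 DAP), so a single carried share does not account for all of it. Whether young embryos transcribe a wider set of endosperm genes was not tested and stays open.

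The hybridization controls, meant to be equal in amount on each array, were brighter on endosperm arrays (11.65 ± 0.06 log2 units, n = 6 arrays) than on embryo arrays (10.82 ± 0.15, n = 6 arrays) at 20 and 25 DAP. Their rise from 10 DAP was larger by 0.62 in endosperm than in embryo, and a candidate explanation is that abundant storage transcripts lower the share of other RNA, which the scaling of an array then raises together with the controls. The 100 brightest probe sets held 7.77% of the summed signal in endosperm and 6.44% in embryo. Signals depend on the probes and may level off at the bright end, so summed signal does not measure a share of RNA. These values therefore do not decide on the explanation. A difference between runs of arrays cannot be told apart from an effect of storage transcripts, since replicates of a seed tissue differed by up to 0.40 and the runs were not analysed here. True differences in RNA per cell were not tested and also stay open. Which direction a modest fold between embryo and endosperm takes therefore rests on the scaling.

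Root replicate 1, stem replicate 2 and ear replicate 3 stood farthest from their replicates within their tissues. Over all arrays, root replicates 2 and 3 (mean r 0.957 and 0.958) and stem replicate 1 (0.971) also lay below ear replicate 3 (0.973). Another tissue in place of root or ear is argued against, since root replicate 1 correlated higher with its own replicates than with any other tissue by 0.102 and ear replicate 3 by 0.0284. For stem replicate 2 that margin was 0.00766, too small to argue against a mix-up with stem tip. Yet stem replicate 1 correlated higher with stem tip (0.979) than with its own replicates (mean 0.971). Stem replicate 2 was the stem array least like stem tip (0.956, against 0.979 and 0.975), so the margin does not single it out. By the log2 3′ to 5′ signal ratio of the elongation factor control, RNA degraded further may explain ear replicate 3 (6.92, against 3.58 and 3.97 in its replicates) and is argued against for stem replicate 2 (1.40, against 5.51 and 4.64). For root replicate 1 (2.04, against 1.62 and 1.77) it cannot be told apart from other causes.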

How the results depend on the processing

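The alternatives added after the results had been seen are centring on the hybridization controls, the 3′ to 5′ ratio as a covariate, the 3 arrays left out and the 10 DAP embryos left out. Of 486 alternative values, 463 kept the direction and the side of the threshold or, for counts, lay within 1.5 times the value given. The cause of each change below was not tested.

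Without a fold threshold the changed probe sets numbered 14161 between embryo and endosperm, 13848 between embryo and non-seed tissues and 8521 between older and younger embryos. Leaving out each array, or a replicate of every tissue, in turn gave 6691 to 6958, 5312 to 5511 and 1815 to 1931. Replicate number as a block gave 6843, 5406 and 1874; deviations of arrays with the same replicate number correlated at 0.0118 and those of different number at −0.00610, so the number does not pair the tissues as a whole. An exception is the pair of embryos at 15 and 20 DAP, on opposite sides of the age comparison (mean 0.20, lowest 0.109). Named genes reversed direction as a call in no setting, and 9 of 76 calls against endosperm, 6 of 58 against non-seed tissues and 3 of 36 between ages were lost in at least 1 setting.

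The median r of the pairs was −0.00242 within seed tissues, and with each replicate left out it was 0.0801 to 0.0992. Pairs with both genes called in the same direction against endosperm numbered 24 without a fold threshold, 21 centred on the hybridization controls, 3 without organelle pairs (re-paired medians 25, 19 and 4) and 6 to 8 with a replicate left out. Against non-seed tissues these were 23, 7, 1 (re-paired medians 25, 4 and 1) and 3 to 4. Both genes reached a signal of 50 in at least 1 tissue in 67 pairs and in all tissues in 46, and a signal of 200 in 55 and 30. Detection left 66 pairs in at least 1 tissue and 36 in all tissues with any replicate left out. The candidates exceeded the other pairs by 3.41 to 3.45 with a replicate left out, and by 2.83 (mean of both genes) to 3.50 (20 DAP only) in the other settings.

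Median tau was 0.243 without organelle pairs (permutation p = 0.00760) and 0.262 without the 3 arrays (permutation p = 0.0152). With a replicate left out it was 0.262 to 0.282, and the permutation p was 0.0138 without replicate 3, 0.0320 without replicate 2 and 0.146 without replicate 1. The reporter difference was −0.057 for the mean of 20 and 25 DAP (exact p = 0.881), 0.31 for the mean of both genes (exact p = 0.405) and 0.024 to 0.066 with a replicate left out.

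Among the lists against endosperm, the basal endosperm transfer layer passed centred on the hybridization controls (mean −1.07, adjusted p = 0.00643, adjusted p = 0.201 with an estimated correlation), and cell division passed with quantile normalization (0.98, adjusted p = 0.0484) and median centring (0.72, adjusted p = 0.0441), with adjusted p = 0.323 and 0.353 with an estimated correlation. Against non-seed tissues, zeins failed with quantile normalization (1.81, adjusted p = 0.0532), the covariate (1.89, adjusted p = 0.0511) and the 3 arrays left out (1.93, adjusted p = 0.0501), and photosynthesis passed centred on the hybridization controls (−0.85, adjusted p = 0.0214, adjusted p = 0.854 with an estimated correlation). Between ages, LEA proteins failed without the 10 DAP embryos (1.21, adjusted p = 0.0760).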

Differences from the paper's values

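No value of the paper that the arrays can give differed from its value here by the rule for a difference set before the data were examined. A few of its statements stand beside values of a different size, and the comparisons below were chosen after both were known.

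The discussion states co-expression of the BDTPs from the microarray and RNA-seq data. Over the array's 74 pairs the median r was 0.0834 with a two-sided permutation p of 0.342 against re-paired genes, while 15 single pairs had positive and 4 negative r at an adjusted permutation p under 0.05. The 15 include the 6 organelle pairs and some pairs outside the BDGP list, and by rho 6 pairs were positive and 1 negative. Centred on the hybridization controls the median was 0.343, and that of re-paired genes 0.273. A p of this size does not show that the pairs lack co-expression. The paper's RNA-seq data were not analysed here, and the statement names both kinds of data.

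The paper puts 42.1% of BDGPs on chromosomes 1, 2 and 3. In its Additional file 1 those chromosomes hold 38.5% of the BDTPs and 37.9% of the BDGPs, while chromosomes 1, 2 and 5, which hold the most BDTPs, have 42.1% of them. The paper's 34.9% of promoters with 100 to 300 bp equals the share of BDTPs, and the share of BDGPs is 28.2%.

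The paper counts 564 genes with a probe set. The worksheet gives 562, and 74 pairs with both genes covered, as the paper has it.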

Other observations

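The tests of other scalings and of the carry-over of endosperm were chosen only after the results had been seen. A gene's fold with a side under a signal of 100 takes signals under 100 as 100 and is a lower bound.

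Transcripts of storage globulins and of an oleosin were abundant in embryos at 20 and 25 DAP. The globulin genes glb1 (7.32) and glb2 (7.21) and the oleosin gene ole1 (7.32) stood far above the 6 non-seed tissues (log2 fold, limma), and so did 1 probe set of vp1 (5.05), a regulator of seed maturation, while another was at 1.04 and lost its call under quantile normalization, median centring and a pseudocount of 32. Against endosperm glb2 was at 6.18 (SE 0.20), glb1 at 3.51 (SE 0.25) and ole1 at 2.28 (SE 0.29). In the list of embryo storage proteins and oleosins 3 of 4 were higher in both comparisons, as many as when adjusted over the list alone. The other member, lower at −3.74 against the non-seed tissues, was matched by a synonym, GLB1, that also stands for a haemoglobin. Between ages, glb2 (3.53) and glb1 (1.33) rose, and ole1 did not pass (0.19, adjusted p = 0.618).

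Against endosperm, 4 of 6 probe sets of the basal endosperm transfer layer were lower (mean −1.89, camera adjusted p = 0.0540, adjusted p = 0.372 with an estimated correlation), led by betl3 (−3.54) and betl4 (−1.67). The list passed centred on the hybridization controls (adjusted p = 0.00643, adjusted p = 0.201 with an estimated correlation), and with the floor its mean was −1.23. The embryo-surrounding region, with 3 probe sets too few for the list test, had 1 lower, ESR1 (−0.78 with the floor). Against the non-seed tissues 2 of the transfer layer were higher and 1 lower, with a mean of 0.83 and a median of −0.12, which became 0.16 centred on the hybridization controls. Of the 11 cell division probe sets, 6 were higher against endosperm (mean 0.88, adjusted p = 0.0540), cyc1 by 1.23 and cyc3 by 1.06. Counts adjusted over each list alone were equal to these. Endosperm-restricted probe sets outside the zein list stood in the embryos at a median of 2.81% of their endosperm level at 15 DAP, and at 1.37% without replicate 2. The endosperm regulators o2 (9.13%) and PBF (10.9%), chosen after their values were seen, are examples at 10 DAP.

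Centred on the hybridization controls, the median of all probe sets between embryo and endosperm moved from −0.13 to 0.69, and lists of small mean change turned with it. Photosynthesis genes had 1 higher and 3 lower of 18, and their mean became 0.43 in that scaling, in which a pair of lhcb6 probe sets (−1.58 and −1.28) lost their calls. Aleurone genes had 2 higher (vp1 at 2.30 and cr4 at 1.25) and 2 lower (c1 at −1.82 and nkd1 at −1.73, both lost in that scaling), and their mean became 0.66. Of 7 root probe sets, which read 4 genes, 4 were lower. Among them was zrp4, which lay close to 100 on the endosperm side (−0.10 with the floor) and lost its call in that scaling too. Ribosomal proteins had 1 of 12 lower, rpp3 at −1.37, lost there, where 4 were higher. Heat shock proteins had 1 of 4 lower, hsp18 at −2.53, and their mean became 0.25. Against the non-seed tissues 9 photosynthesis probe sets were lower and 3 higher (mean −1.12, adjusted p = 0.0784), with another probe set of Cab-m7 at −5.60.

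Between embryo and endosperm at 20 and 25 DAP 6843 probe sets changed, 3275 higher and 3568 lower (47.9% higher). Centred on array medians the calls were 2835 higher and 4424 lower (39.1% higher), and centred on the hybridization controls 6885 higher and 1175 lower (85.4% higher), so the balance of directions rests on the scaling. Among named genes bx6 (5.81) was far higher. Of 100 splits of these arrays 1, the real one, called as many, and the highest other called 4169. The other splits hold the tissue difference inside their groups, so the real one was likely to call the most in any case, and no conclusion is drawn.

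Against the 6 non-seed tissues 5406 changed, 2592 higher and 2814 lower, and 3757 higher and 2095 lower centred on the hybridization controls (64.2% higher), which moved the median of all probe sets from −0.03 to 0.25. Glu1, at −6.19, was among the lowest. Of 100 splits, again 1 called as many and the highest other called 3594, with the same limit. From younger to older embryos 1874 changed, 1224 higher and 650 lower (65.3% higher). Median centring made this 1041 and 868 (54.5% higher), and centring on the hybridization controls 1578 and 481 (76.6% higher). Splits as large numbered 1 of 100, with 1294 in the highest other, and the same limit holds. The 10 DAP embryos held endosperm-restricted probe sets at a median of 13.3% of their endosperm level. With these embryos left out, 804 were higher and 470 lower.

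For the MA candidates, the level of the weaker gene in 20 DAP embryos was compared with the outcome of the reporter assay. The 3 pairs active in both directions averaged 11.44 log2 units and the other 6 averaged 11.40, a difference of 0.046 with a two-sided exact p of 0.905, so a higher level of the weaker gene in these embryos does not separate the groups. With 9 pairs, only a large difference would have been seen. Signals depend on the probes as well as on the transcript, so levels of different genes compare only roughly.

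Over 347 genes of the worksheet, the array signal at 25 DAP and the paper's RNA-seq value of that age had a Spearman rho of 0.532 (two-sided permutation p = 2e-05, the smallest that the permutations can give), which fits a level that both assays measure. At the earlier stage, where the paper's RNA-seq embryos are 1 day older than those on the arrays, rho was 0.382 over 331 genes.

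The distance between the 5′ ends of a pair had no rank correlation with its r over the 14 tissues (rho = 0.000877, two-sided permutation p = 0.999, 66 pairs). Without the organelle pairs rho was −0.119 (two-sided permutation p = 0.366, 60 pairs). The remaining explanations planned for co-expression of the pairs were scaling, the division into seed and non-seed tissue, and organelle or cross-reading probe sets. They were not weighed, since the median r of the pairs did not pass its test against re-paired genes (one-sided permutation p = 0.171).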
